A study of Homo sapiens with 12 samples. Its data were reported in "DOT1L modulates the senescence-associated secretory phenotype through epigenetic regulation of IL1A" (2021).

How the data were processed

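Messenger RNA was measured by RNA sequencing in 12 libraries of IMR90 cells, a line of normal human lung fibroblasts, in 4 groups of 3. The groups were an empty-vector control, cells expressing the oncogene HRAS G12V (RAS), RAS cells that also received a hairpin RNA against DOT1L (RAS/shDOT1L), and cells overexpressing DOT1L (DOT1L OE). DOT1L is the enzyme that methylates lysine 79 of histone H3. Per the labels, the cells were kept in 2% oxygen and selected for 4 days, with puromycin at 3 µg/mL except in DOT1L OE, where blasticidin was used at 1 µg/mL. Per the paper's methods, poly(A) RNA was enriched, fragmented and primed with random hexamers, and paired-end reads were sequenced. The authors aligned the reads to GRCh38 with STAR, which also counted reads per gene, and deposited whole-number counts per Ensembl gene ID that were not normalized. The submitters' processing notes name STAR 2.6.1 and DESeq2 2, while the methods name other releases of both. The methods liken the counts of STAR to those of htseq-count at its defaults but do not name the strand setting of the deposited counts, so reads from overlapping antisense genes could not be told apart. Reads from an overexpressed cDNA and from the gene in the genome both count toward that gene, so the HRAS and DOT1L values hold both.

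Each library held 48162 gene IDs, of which 93.5% were found in the table of gene names and 69.8% had a named symbol. IDs without a named symbol held 0.58% to 0.65% of the counts of a library and were kept in the totals and tests. Coordinates and transcript GC content came from GENCODE release 44 on GRCh38. Library totals ran from 16128055 to 19503457 counts, and 23194 IDs had no count in any library. Within groups, counts of a pair of libraries differed by more than sampling noise (chi-square per degree of freedom 4.33 to 7.87 over genes with at least 10 counts in the pair), so no library looked like a copy of another. Figure legends of the paper describe the libraries as technical replicates of one experiment, while its methods speak of biological replicates, so p-values here measure the spread between these libraries, which may be technical.

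The deposited counts were tested with edgeR 4.0.16 in R 4.3.3: genes were filtered with filterByExpr, libraries were scaled with TMM factors, and each comparison was fitted on its own 6 libraries with the quasi-likelihood F test, two-sided. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. A second test, glmTreat, asked for a change of over 1.5-fold. Values per gene are CPM, computed here from the counts with TMM-scaled library sizes and given as mean ± SD over 3 libraries, and log2 fold changes with standard errors (SE). Where a group had 0 counts over its 3 libraries, the fold was computed against a floor of 3 counts over the group and given as a lower bound, which covers counting error only. Gene lists, 29 in number and fixed before the data were examined along with the tests, the alternatives and the rule for named genes, were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01, adjusted over the lists of each comparison, and again with an estimated correlation. Of 659 list entries, 645 had an ID in the files. The lists held secreted factors, inflammatory signalling, the cell cycle, stress responses, metabolism, matrix genes and markers of other cell types.

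The rule for named genes took 15 genes of the study's question, the 5 largest rises and 5 largest falls in each of the 3 main comparisons (adjusted p under 0.05, mean CPM of at least 10 in the higher group, no overlap between the groups, a named symbol), and up to 3 members of a list with the smallest p among those past the test. Not every gene that the rule took is reported here, and some lists are given by their counts or their test alone.

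Alternatives were DESeq2 size factors, library size as the only scaling, no filter beyond 1 count, a filter of CPM of at least 1 in 3 libraries, the Wald test of DESeq2 1.42.0, limma-voom, 1 fit over all 4 groups, the replicate number as a block, an estimated correlation for the lists, and each library left out in turn. After seeing the data, a GC offset was added: the trend of each library's log2 CPM over 20 bins of transcript GC content entered the edgeR fit as an offset. Comparisons that share libraries were set beside 20 simulations without any effect.

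The tests were run on simulated counts with known changes before use. For RAS against control, on 13479 genes, the edgeR test recovered 67.2% of 1.5-fold, 74.6% of 2-fold and 98.4% of 4-fold changes, and 4.2% of its calls were false. For RAS/shDOT1L against RAS, on 13346 genes, it recovered 54.5%, 79.1% and 95.4%, with 3.2% false. For DOT1L OE against control, on 13636 genes, it recovered 62.7%, 70.1% and 96.9%, with 6.2% false. Few genes were changed in these simulations: in RAS against control 67 by 1.5-fold, 67 by 2-fold and 64 by 4-fold. In the data, 64.0% of genes were called changed in that comparison, so these rates may not hold for the data. A simulated GC trend in RAS against control, on 13489 genes, gave 5190 false calls without the offset and 8 with it. The share of simulated changes recovered was 88.0% without the offset and 79.0% with it.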

Results

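The study asked whether DOT1L, the H3K79 methyltransferase, controls the senescence-associated secretory phenotype (SASP), the set of cytokines, chemokines, proteases and growth factors that senescent cells release. RNA was sequenced from IMR90 fibroblasts in 4 groups of 3 libraries: control, RAS, RAS/shDOT1L and DOT1L OE. RAS cells carried HRAS G12V, which drives these fibroblasts into senescence. Library totals ranged from 16128055 to 19503457 counts. The libraries fell by group on the first principal components of log2 CPM, which held 43.6% and 22.5% of the variance. PC1 set RAS and RAS/shDOT1L, at 52.78 and above, apart from control and DOT1L OE, at -41.30 and below.

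DOT1L (ENSG00000104885; GRCh38 chromosome 19, 2163933 to 2232578, plus strand) followed the labels in all 12 libraries. It stood at 31.7 ± 2.33 CPM in control, 84.5 ± 3.42 in RAS, 11.0 ± 0.645 in RAS/shDOT1L and 202 ± 9.19 in DOT1L OE (mean ± SD, n = 3). DOT1L was 2.66-fold higher in RAS than in control (log2 change 1.41 ± 0.08 SE, edgeR adjusted p = 2.44e-16), 7.59-fold lower in RAS/shDOT1L than in RAS (edgeR adjusted p = 1.25e-21) and 6.38-fold higher in DOT1L OE than in control (edgeR adjusted p = 6.68e-26). HRAS (ENSG00000174775; chromosome 11, 532242 to 537321, minus strand), counted from the transgene and the genome together, rose 5.85-fold in RAS, from 86.0 ± 2.82 to 503 ± 10.0 CPM. HRAS was also 1.80-fold lower in RAS/shDOT1L than in RAS, at 276 ± 13.0 CPM (log2 change -0.85 ± 0.05 SE, edgeR adjusted p = 3.87e-16). In DOT1L OE, HRAS was at 79.4 ± 5.46 CPM, a log2 difference from control of -0.11 that did not pass the test (edgeR adjusted p = 0.154), although it did with a GC offset (log2 change -0.21, adjusted p = 0.0038).

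**Figure D1:**
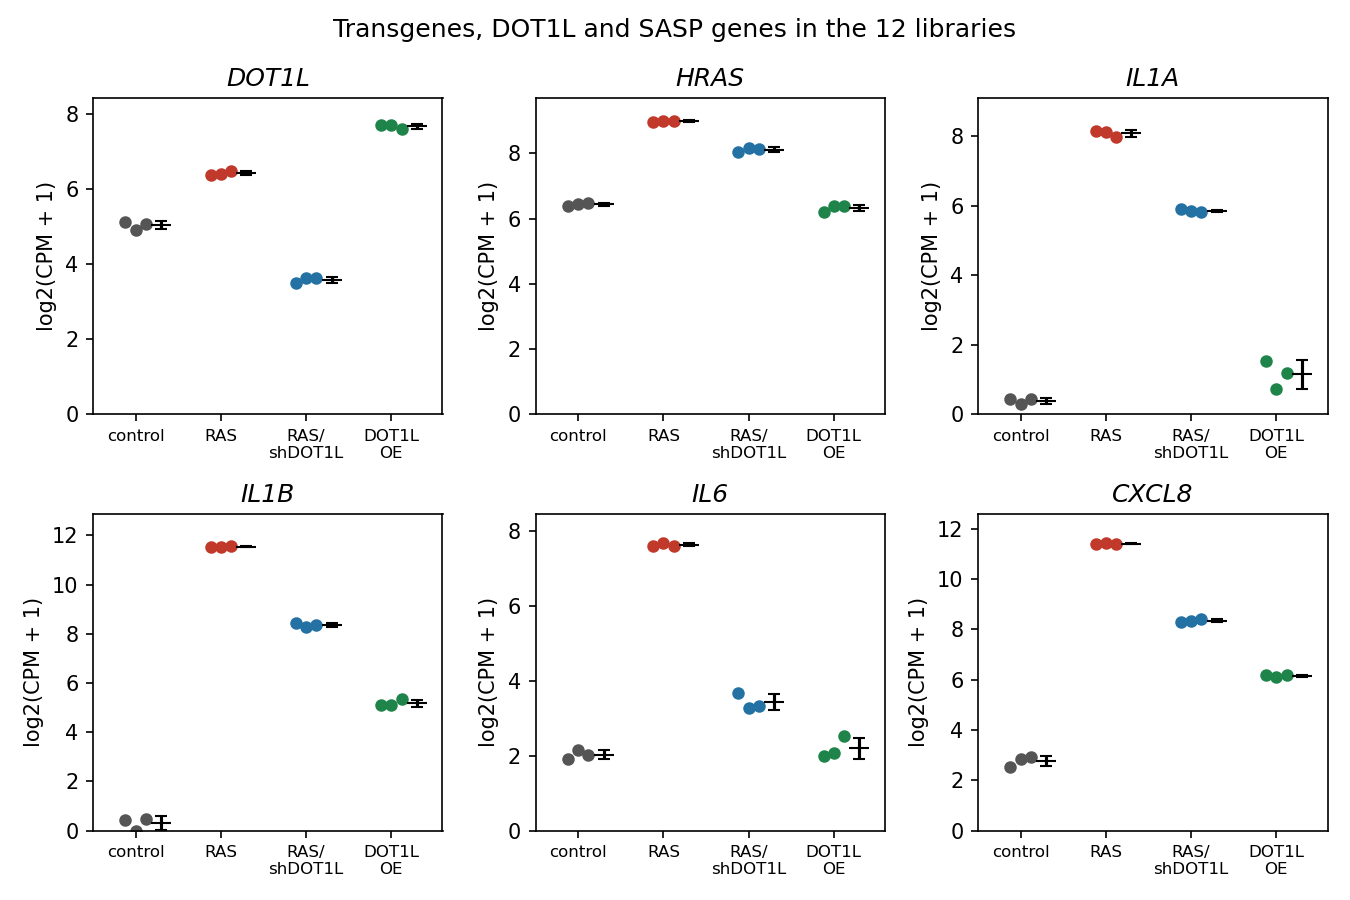
CPM of DOT1L, HRAS and 4 SASP genes in each of the 12 libraries, as log2(CPM + 1), with one point per library and the mean ± SD of 3 libraries as a bar beside each group. DOT1L was highest in DOT1L OE (202 CPM) and lowest in RAS/shDOT1L (11.0 CPM), and IL1A, IL1B, IL6 and CXCL8 were highest in RAS.

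A measured trend with transcript GC content ran through the comparisons. Between the tenth of genes with the highest GC content (61.9% and above) and the tenth with the lowest (40.0% and below), the median deviation of log2 CPM differed by -0.48 ± 0.04 in control, 0.73 ± 0.01 in RAS, -0.07 ± 0.04 in RAS/shDOT1L and -0.19 ± 0.08 in DOT1L OE (SD, n = 3). The median log2 change in RAS against control was -0.63 in the lowest and 0.57 in the highest of these, and in RAS/shDOT1L against RAS it was 0.41 and -0.43. In DOT1L OE against control it was -0.18 and 0.10. Across genes, which are not independent replicates, Spearman's rho of log2 change and GC content was 0.495, -0.373 and 0.121 in that order. The labels give no preparation or sequencing batch. Whether the RAS libraries were prepared or sequenced apart from the others could therefore not be tested. Such a difference could not be told apart from the group in the comparisons with RAS. The share of counts from mitochondrially encoded genes was 3.76% ± 0.12 in RAS, against 2.44% ± 0.12 in control, 2.26% ± 0.17 in RAS/shDOT1L and 2.33% ± 0.09 in DOT1L OE.

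**Figure D2:**
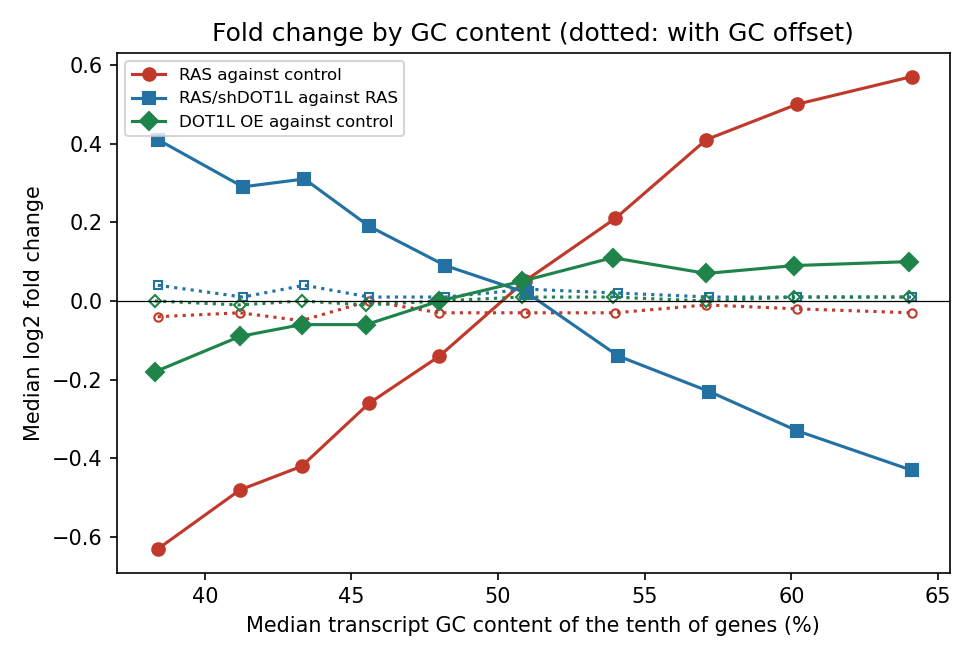
Median log2 fold change (vertical axis) of genes in 10 groups of equal size by transcript GC content (horizontal axis, median percent GC of the group) in the 3 main comparisons, with solid lines for the main test and dotted lines for the fit with a GC offset. RAS against control climbed from -0.63 to 0.57, RAS/shDOT1L against RAS dropped from 0.41 to -0.43, and the dotted lines stayed near 0.

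RAS against control addressed what the oncogene changed, and SASP genes rose by wide margins. IL1A (ENSG00000115008; chromosome 2, 112773925 to 112784493, minus strand), an upstream cytokine of the SASP, went from 0.310 ± 0.0816 to 273 ± 18.5 CPM (log2 change 9.74 ± 0.12 SE, edgeR adjusted p = 8.26e-35). Its neighbor IL1B (chromosome 2, 112829751 to 112836816) went from 0.255 ± 0.221 to 2978 ± 24.8 CPM, IL6 (chromosome 7, 22725884 to 22732002) from 3.07 ± 0.330 to 197 ± 5.87, and CXCL8 (chromosome 4, 73740519 to 73743716) from 5.87 ± 0.931 to 2710 ± 41.3. Of 21 SASP cytokine and chemokine genes tested, 15 were higher and 4 lower in RAS, with a median log2 change of 6.94 and a camera adjusted p of 7.17e-06. That call was lost with an estimated correlation (adjusted p = 0.0826). The examples with the smallest p were CXCL8, IL1B and the neutrophil chemokine CXCL1, which was 1894-fold higher, and without control replicate 3 its log2 change was 11.64 in place of 10.89. SASP proteases and inhibitors were higher for 12 and lower for 4 of 17 genes (median 1.31, camera adjusted p = 0.00135, or adjusted p = 0.182 with an estimated correlation), including the collagenase MMP1 at 71.8-fold, MMP3 at 214-fold and the plasminogen activator PLAU at 10.1-fold. Among 26 SASP growth factors and binding proteins, 16 were higher and 7 lower (median 1.07, camera adjusted p = 0.00593, or adjusted p = 0.152 with an estimated correlation), with STC1 at 21.1-fold, GDF15 at 10.1-fold and BMP2 at 7.69-fold.

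NF-κB components and targets were higher for 24 and lower for 2 of 28 genes in RAS (median 1.59, camera adjusted p = 2.71e-08), and this list held with an estimated correlation (adjusted p = 0.0449). Complement C3 rose 29.8-fold, the RNase ZC3H12A 28.3-fold and the adhesion molecule ICAM1 5.62-fold. CEBPB, a transcription factor of SASP genes, rose 4.78-fold and STING1, the adaptor of cytosolic DNA sensing, 3.71-fold. RELA, which encodes the p65 subunit of NF-κB, was 1.37-fold higher (log2 change 0.45, edgeR adjusted p = 9.19e-10), but with the GC offset its direction turned (log2 change -0.11, adjusted p = 0.0528). KDM2B, one of 2 genes named as H3K79 demethylases, was 1.31-fold higher (edgeR adjusted p = 0.00459). That call ended with the GC offset (log2 change 0.10, adjusted p = 0.50) and with library size as the only scaling (0.19, adjusted p = 0.152). The other, KDM4D, lay under 1 CPM in control and RAS and was not tested in this comparison. RAS-MAPK feedback and output genes were higher for 21 and lower for 4 of 27 (median 1.19, camera adjusted p = 7.17e-06, or adjusted p = 0.152 with an estimated correlation), among them IER3 at 15.8-fold, SPRY4 at 4.62-fold and DUSP6 at 4.43-fold.

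Cell cycle genes fell. Of 56 S-phase and mitosis genes, 50 were lower in RAS and 0 higher (median log2 change -1.25, camera adjusted p = 2.65e-10), and the list held with an estimated correlation (adjusted p = 0.0296). MKI67, the proliferation marker, was 5.04-fold lower, the topoisomerase TOP2A 3.84-fold and the ribonucleotide reductase subunit RRM2 2.88-fold. CCNA2, cyclin A2, was 3.92-fold lower and the lamin gene LMNB1 2.33-fold lower, while the cell cycle inhibitors CDKN2A (p16) and CDKN1A (p21) were 1.98-fold and 1.72-fold higher. Fibroblast matrix and contractile genes were lower for 26 and higher for 8 of 36 (median -0.36, camera adjusted p = 0.00322, or adjusted p = 0.182 with an estimated correlation). The 3 members with the smallest p went both ways, with the smooth muscle protein TAGLN 2.98-fold lower and the collagens COL6A2 and COL6A1 3.64-fold and 3.09-fold higher. Lysosome and autophagy genes were higher for 21 and lower for 3 of 27 (median 0.57, camera adjusted p = 7.18e-05, or adjusted p = 0.111 with an estimated correlation), such as the cathepsins CTSB at 2.72-fold and CTSK at 4.88-fold and the saposin precursor PSAP at 2.14-fold. Mitochondrially encoded genes were higher for 12 of 13 (median 0.89, camera adjusted p = 4.66e-05, or adjusted p = 0.237 with an estimated correlation), with MT-CO2 at 1.96-fold, MT-CO3 at 2.17-fold and MT-ATP6 at 2.04-fold. Adjusted over the list alone, the counts of these lists were the same.

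In all, 8670 of 13554 genes changed between RAS and control, 4327 higher and 4343 lower, by edgeR's quasi-likelihood test at an adjusted p under 0.05, and 3652 changed by over 1.5-fold (1813 higher, 1839 lower). With library size as the only scaling, the split was 3256 higher and 5573 lower. Genes with 0 counts in control included CSF3 (at least 14605-fold higher), the cystatin CST1 (at least 681-fold higher) and the chemokine CXCL2 (at least 364-fold higher). Other large rises were in IL1B and the cornified envelope gene LCE1F, at 388 ± 13.6 against 0.170 ± 0.157 CPM. The largest falls were in the oxytocin receptor OXTR (181-fold), EGF (27.5-fold), TNFSF4 (19.4-fold), KCNE1 (18.9-fold) and STXBP6 (17.2-fold). Several of these rest on few counts in one group: without RAS replicate 1 the log2 change of OXTR was -9.02 in place of -7.50 and that of STXBP6 -4.84 in place of -4.11, without RAS replicate 2 that of EGF was -6.38 in place of -4.78, and without control replicate 1 that of LCE1F was 11.76 in place of 11.07. The GC offset moved COL6A2 from 1.87 to 1.24, COL6A1 from 1.63 to 1.04, CEBPB from 2.26 to 1.61, HRAS from 2.55 to 1.94, CXCL8 from 8.85 to 9.54 and OXTR from -7.50 to -8.12 (log2 changes, all with adjusted p under 0.05), and it left 7236 genes changed, of which 5516 were shared in direction and 413 had turned it.

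RAS/shDOT1L against RAS addressed what the knockdown changed in senescent cells. The labels name no control hairpin for the RAS libraries but give RAS and RAS/shDOT1L cells the same puromycin selection. Per the methods, that dose and length of selection belong to hairpin infections, those with a hairpin against GFP included, and infection with the RAS vector was followed by a lower dose for longer. Whether the RAS libraries carried the GFP hairpin is not stated. SASP genes fell. IL1A was 4.74-fold lower, at 56.9 ± 1.45 against 273 ± 18.5 CPM (log2 change -2.24 ± 0.07 SE, edgeR adjusted p = 3.71e-24), IL1B 9.01-fold, IL6 19.8-fold and CXCL8 8.23-fold. Of 21 SASP cytokine and chemokine genes, 15 were lower and 3 higher (median -2.24, camera adjusted p = 7.97e-07), a call lost with an estimated correlation (adjusted p = 0.0808). CSF3, IL1B and CXCL8 had the smallest p, with CSF3, a granulocyte growth factor, 33.5-fold lower. SASP proteases and inhibitors were lower for 14 and higher for 2 of 17 genes (median -0.89, camera adjusted p = 2.3e-05, or adjusted p = 0.156 with an estimated correlation), with MMP3 at 8.98-fold, MMP1 at 4.85-fold and MMP14 at 3.48-fold lower. Of 26 SASP growth factors and binding proteins, 18 were lower and 4 higher (median -0.73, camera adjusted p = 2.3e-05, or adjusted p = 0.0878 with an estimated correlation). STC1 and GDF15 fell 5.31-fold and 4.19-fold, while IGFBP3 was 4.06-fold higher. NF-κB components and targets were lower for 19 and higher for 5 of 29 (median -0.74, camera adjusted p = 0.000161, or adjusted p = 0.0878 with an estimated correlation), with the prostaglandin synthase PTGS2 at 26.7-fold, IRAK2 at 4.58-fold and NFKBIA at 2.83-fold lower.

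CEBPB was 2.61-fold lower and STING1 2.32-fold lower in RAS/shDOT1L than in RAS. KDM2B was 1.58-fold lower (edgeR adjusted p = 0.000328). RELA was 1.38-fold lower (log2 change -0.46, edgeR adjusted p = 9.24e-09), a call that ended with the GC offset (-0.10, adjusted p = 0.145). RAS-MAPK feedback and output genes were lower for 15 and higher for 5 of 27 (median -0.44, camera adjusted p = 0.0045, or adjusted p = 0.156 with an estimated correlation), and 17 were lower adjusted over the list alone. IER3 was 3.94-fold lower, SPRY4 3.39-fold and SPRY2 4.14-fold. HRAS itself was lower in the same libraries, as given above.

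S-phase and mitosis genes were lower in RAS/shDOT1L than in RAS for 25 and higher for 6 of 51 (median -0.67, camera adjusted p = 0.000747), although this call was lost with an estimated correlation (adjusted p = 0.13). RRM2 was 3.70-fold and the replication helicase subunit MCM7 1.95-fold lower, whereas the replication clamp PCNA was higher (log2 change 1.38). CDKN1A was 1.28-fold higher (edgeR adjusted p = 1.08e-11). CDKN2A stood at 66.0 ± 5.03 against 58.1 ± 4.90 CPM (log2 0.20, edgeR adjusted p = 0.0523), which passed the test with the GC offset (0.56, adjusted p = 2.85e-06) and without RAS replicate 2 (0.26, adjusted p = 0.0366) or RAS/shDOT1L replicate 1 (0.27, adjusted p = 0.0183), and with library size as the only scaling (adjusted p = 0.0102), the CPM filter (adjusted p = 0.0458) or limma-voom (adjusted p = 0.0476). LMNB1 was 2.43-fold lower (edgeR adjusted p = 0.0154), not past the test without RAS replicate 1 (adjusted p = 0.0974) or RAS/shDOT1L replicate 1 (adjusted p = 0.068). CCNA2 was 1.96-fold lower (edgeR adjusted p = 0.0474), but without RAS replicate 3 its log2 change was -0.41 (adjusted p = 0.53), and the call was also lost without RAS/shDOT1L replicate 2 (adjusted p = 0.0812) or 3 (adjusted p = 0.139), with library size as the only scaling (adjusted p = 0.065), with the CPM filter (adjusted p = 0.0501), by DESeq2 (adjusted p = 0.0807) and by limma-voom (adjusted p = 0.0961).

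Genes of other groups rose with the knockdown. Sterol and fatty acid synthesis genes were higher for 20 and lower for 2 of 25 (22 and 2 adjusted over the list alone, median 0.86, camera adjusted p = 2.27e-07, or adjusted p = 0.0808 with an estimated correlation). MSMO1, a cholesterol synthesis enzyme, was 12.3-fold higher and the desaturase SCD 3.55-fold. All 33 ribosomal protein genes were higher (median 0.56, camera adjusted p = 3.4e-09, or adjusted p = 0.243 with an estimated correlation), with RPL7 at 2.10-fold, RPL23 at 1.85-fold and RPLP0 at 1.52-fold. These families have many pseudogene copies that can share reads. Epithelial markers were higher for 5 and lower for 0 of 8 (6 and 0 adjusted over the list alone, median 1.77, camera adjusted p = 0.000764, or adjusted p = 0.156 with an estimated correlation). They included the keratins KRT7 at 6.72-fold, KRT8 at 3.73-fold and KRT18 at 2.99-fold, of which KRT18 was already at 111 ± 8.07 CPM in control fibroblasts. Lysosome and autophagy genes were lower for 22 and higher for 3 of 27 (median -0.68, camera adjusted p = 7.65e-07, or adjusted p = 0.117 with an estimated correlation), with MAP1LC3B, the autophagosome protein LC3B, at 6.99-fold, LAMP1 at 3.87-fold and PSAP at 2.30-fold lower. Mitochondrially encoded genes were lower for 12 of 13 (median -0.81, camera adjusted p = 2.3e-05, or adjusted p = 0.329 with an estimated correlation), such as MT-CO1 at 1.76-fold, MT-CYB at 2.17-fold and MT-ATP6 at 2.01-fold. For the other lists of this comparison given here, the counts adjusted over the list alone were the same.

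Between RAS/shDOT1L and RAS, 7058 of 13398 genes changed, 3524 higher and 3534 lower, by edgeR's test at an adjusted p under 0.05, and 2273 changed by over 1.5-fold (1118 higher, 1155 lower). With library size as the only scaling, the split was 3982 higher and 3130 lower. The largest rises were in PLCB4 (14.4-fold), STXBP6 (14.0-fold), the imprinted gene MEST (13.6-fold), SKP2, a ubiquitin ligase subunit that acts on p27 (12.8-fold), and MSMO1. The largest falls were in CSF3, the elastase inhibitor PI3 (32.7-fold), PTGS2, the chemokine receptor ACKR3 (23.7-fold) and CXCL5 (21.7-fold). Without RAS replicate 1 the log2 change of STXBP6 was 4.54 in place of 3.80, and without RAS/shDOT1L replicate 1 that of PI3 was -5.73 in place of -5.03.

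DOT1L OE against control addressed whether DOT1L alone raised SASP genes in cells without the oncogene. CXCL8 was higher, at 70.0 ± 1.86 against 5.87 ± 0.931 CPM (log2 change 3.58 ± 0.11 SE, edgeR adjusted p = 1.95e-23), and IL1B rose to 35.3 ± 3.71 CPM, 133-fold. IL1A was low in both groups, at 1.28 ± 0.633 against 0.310 ± 0.0816 CPM (log2 change 2.01 ± 0.60 SE, edgeR adjusted p = 0.00449), and without DOT1L OE replicate 1 it did not pass the test (log2 change 1.62, adjusted p = 0.0753). For IL6, at 3.63 ± 0.963 against 3.07 ± 0.330 CPM, no difference was detectable at this depth (log2 0.25 ± 0.28 SE, edgeR adjusted p = 0.45). Of 16 SASP cytokine and chemokine genes, 10 were higher and 1 lower (median 2.37, camera adjusted p = 0.00786), a call lost with an estimated correlation (adjusted p = 0.258) and with a filter of CPM of at least 1 in 3 libraries (adjusted p = 0.0573). Beside CXCL8, the smallest p were those of IL24, 561-fold higher, and IL11, 6.35-fold higher. SASP proteases and inhibitors were higher for 13 and lower for 4 of 17 (median 0.43, camera adjusted p = 0.0114, or adjusted p = 0.32 with an estimated correlation), with MMP3 at 9.36-fold and MMP1 at 5.89-fold higher and the inhibitor TIMP3 4.43-fold lower. The other SASP-related lists did not pass. Growth factors and binding proteins were higher for 15 and lower for 7 of 26 (camera adjusted p = 0.0757, or 0.0269 with all 4 groups in 1 fit), and NF-κB components and targets were higher for 9 and lower for 10 of 28 (median 0.10, camera adjusted p = 0.933). CEBPB rose 3.51-fold, STING1 2.93-fold and KDM2B 1.81-fold, while RELA, at 212 ± 8.55 against 211 ± 11.8 CPM, did not pass the test (log2 0.01 ± 0.05 SE, edgeR adjusted p = 0.869). KDM4D was at 1.35 ± 0.186 against 0.363 ± 0.225 CPM (log2 change 1.88, edgeR adjusted p = 0.00508), or 2.48 without control replicate 1, and the call was lost with all 4 groups in 1 fit (adjusted p = 0.0707).

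Cell cycle genes rose in DOT1L OE. Of 56 S-phase and mitosis genes, 54 were higher and 1 lower (median log2 change 1.88, camera adjusted p = 3.49e-21), and the list held with an estimated correlation (adjusted p = 0.00891). The mitotic regulators CDC20 and TPX2 were 8.27-fold and 5.03-fold higher and RRM2 4.76-fold. CCNA2 rose 5.46-fold, from 16.1 ± 1.25 to 87.8 ± 6.88 CPM, and LMNB1 5.33-fold, from 8.74 ± 1.81 to 46.5 ± 0.410 CPM. CDKN2A was 2.37-fold lower, and CDKN1A was 1.10-fold lower (edgeR adjusted p = 0.000788), a call lost with library size as the only scaling (adjusted p = 0.102). Targets of p53 were lower for 16 and higher for 5 of 28 (median -0.31, camera adjusted p = 0.0262, or adjusted p = 0.303 with an estimated correlation, and 0.0513 without DOT1L OE replicate 1), with RRM2B 3.29-fold and ZMAT3 1.91-fold lower and GDF15 2.25-fold higher. Replication-dependent histone genes, whose transcripts mostly lack poly(A) tails, were lower for 7 and higher for 1 of 8 (median -1.85, camera adjusted p = 0.00285, or adjusted p = 0.196 with an estimated correlation), such as H2AC6 at 4.23-fold, H2BC12 at 4.09-fold and H1-2 at 3.18-fold lower.

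Lung fibroblast markers were higher for 10 and lower for 1 of 11 in DOT1L OE (median 1.498, camera adjusted p = 6.16e-05, or adjusted p = 0.258 with an estimated correlation), with the transcription factors TBX2 at 3.83-fold, TBX3 at 3.37-fold and FOXF1 at 2.81-fold. NOTCH pathway genes were higher for 7 and lower for 1 of 13 (median 0.99, camera adjusted p = 0.0457, or adjusted p = 0.258 with an estimated correlation), among them the ligand DLL4 at 29.7-fold and the targets HEY1 at 20.3-fold and HES1 at 15.7-fold. The NOTCH call was lost without control replicate 3 (adjusted p = 0.0632) or DOT1L OE replicate 1 (0.0513) or 2 (0.0553), with the GC offset (0.0515), with library size as the only scaling (0.0539) and with the CPM filter (0.0576). Sterol and fatty acid synthesis genes were lower for 16 and higher for 4 of 25 (median -0.77, camera adjusted p = 0.00186, or adjusted p = 0.195 with an estimated correlation), with STARD4 at 4.78-fold and SCD at 3.66-fold lower. Lysosome and autophagy genes were lower for 20 and higher for 6 of 27 (median -0.48, camera adjusted p = 0.00703, or adjusted p = 0.258 with an estimated correlation), although the cholesterol transporter NPC1 rose 7.39-fold and the autophagy receptor SQSTM1 2.58-fold while NPC2 was 2.92-fold lower. Adjusted over the list alone, 21 of those 27 were lower, and the counts of the other lists named for DOT1L OE were the same.

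In DOT1L OE against control, 8180 of 13660 genes changed, 4089 higher and 4091 lower, by edgeR's test at an adjusted p under 0.05, and 2838 changed by over 1.5-fold (1530 higher, 1308 lower). With library size as the only scaling, the split was 4689 higher and 3513 lower. The largest rises were in IL24, IL1B, the receptors IL21R (log2 change 6.64) and KDR (54.3-fold) and the cardiac actin ACTC1 (53.9-fold). The largest falls were in the potassium channel KCNN2 (42.3-fold), the carboxypeptidase CPA4 (20.4-fold), EGF (16.5-fold), MEST (13.2-fold) and CASS4 (11.0-fold). Without control replicate 3 the log2 change of IL21R was 8.10 in place of 6.64 and that of KDR 5.17 in place of 5.76. The DOT1L OE cells also differed from control in vector and in antibiotic.

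**Figure D3:**
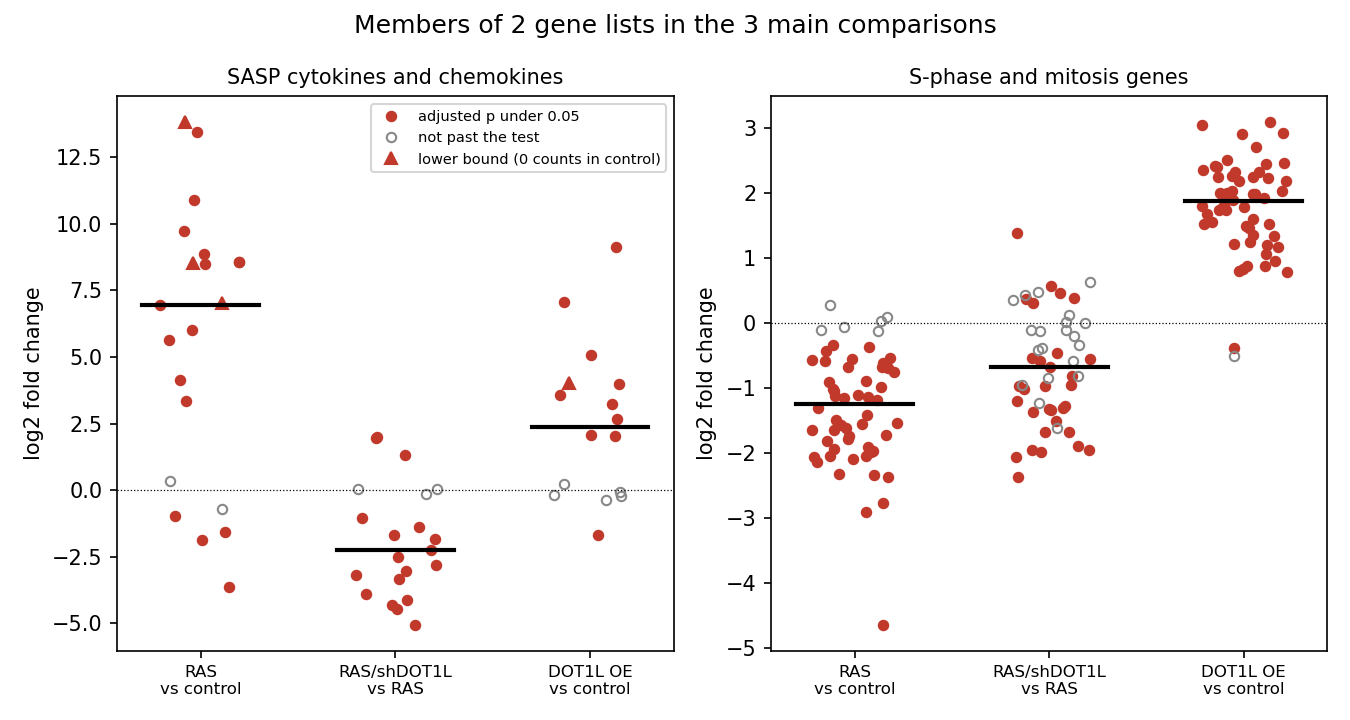
Log2 fold change (vertical axis) of each tested SASP cytokine and chemokine gene (left) and S-phase and mitosis gene (right) in the 3 main comparisons, with filled points past an adjusted p of 0.05, open points not past it, triangles for lower bounds of genes with 0 counts in control, and a black line at the median. The SASP medians were 6.94, -2.24 and 2.37 and the S-phase medians -1.25, -0.67 and 1.88, in the order RAS against control, RAS/shDOT1L against RAS and DOT1L OE against control.

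A further comparison, RAS/shDOT1L against control, showed what of the RAS change was left. SASP cytokine and chemokine genes were still higher for 13 and lower for 1 of 20 (13 and 2 adjusted over the list alone, median 2.81, camera adjusted p = 5.16e-05, or adjusted p = 0.0808 with an estimated correlation). IL1A was 179-fold, CXCL8 55.6-fold and IL6 3.21-fold higher than in control. S-phase and mitosis genes were lower for 49 and higher for 1 of 56 (50 and 2 adjusted over the list alone, median -2.03, camera adjusted p = 4.19e-14), which held with an estimated correlation (adjusted p = 0.0496). DOT1L was 2.88-fold lower than in control, and HRAS 3.22-fold higher. Here 7501 of 13519 genes changed (3775 higher and 3726 lower by edgeR, or 3037 higher and 4561 lower with library size as the only scaling), and 2585 changed by over 1.5-fold.

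RAS against DOT1L OE tested the difference in size between the 2 responses, in which the control libraries cancel. SASP cytokine and chemokine genes were higher in RAS for 14 and lower for 3 of 21 (14 and 4 adjusted over the list alone, median 4.20, camera adjusted p = 0.000178, or adjusted p = 0.173 with an estimated correlation). IL1A was 216-fold, IL1B 83.8-fold, IL6 53.6-fold and CXCL8 38.5-fold higher in RAS than in DOT1L OE, although DOT1L was 2.40-fold lower. S-phase and mitosis genes were lower in RAS for 55 and higher for 1 of 56 (median -2.94, camera adjusted p = 4.04e-20), which held with an estimated correlation (adjusted p = 0.00803). CEBPB, STING1 and RELA were 1.36-fold, 1.26-fold and 1.36-fold higher in RAS, and with the GC offset their log2 differences turned to -0.13 (adjusted p = 0.0209, so called lower), -0.08 (adjusted p = 0.328) and -0.05 (adjusted p = 0.384). STING1 also missed the test with library size as the only scaling (log2 0.06, adjusted p = 0.439). In total 8947 of 13648 genes differed (4415 higher and 4532 lower by edgeR, or 3005 higher and 6350 lower with library size as the only scaling), and 4134 differed by over 1.5-fold.

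Genes that moved in opposite directions in RAS and with the knockdown were counted among the 13135 tested in both comparisons. Of 5442 changed in both, 4581 (84.2%) went opposite ways, 2511 up in RAS and down with the knockdown against 1163 for independent lists, and 2070 the reverse against 1107. Another 861 went the same way in both. Across genes, Pearson's r of the log2 changes was -0.549, beside -0.511 (range -0.533 to -0.481) in 20 simulations without effects, since both comparisons use the RAS libraries. The covariance was -0.552, beside -0.039 simulated, a difference of -0.513. Over all genes tested in both, changed or not, 71.0% had log2 changes of opposite sign, beside a mean of 66.8% in the simulations. Between RAS and DOT1L OE, both against control, 5870 of 13218 genes changed in both and 4028 (68.6%) went the same way, 1857 up against 1235 for independent lists and 2171 down against 1343, while 1842 went opposite ways. Here r was 0.396 (0.510 simulated) and the covariance 0.374 (0.031 simulated, a difference of 0.343). Over all genes tested in both of these, 61.4% had log2 changes of the same sign, beside a simulated mean of 66.8%. The simulated r and sign shares hold the noise of the shared libraries alone, without effects. They are therefore no baseline for the measured r and sign shares in either pair, and nothing is concluded from setting them side by side. The simulations gave 0 shared calls in both cases. The 3 shared libraries were not split, since 1 part would have held a single library, so part of the excess over independent lists may come from the shared libraries.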

Values the study reported

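The study counted 793 genes as significantly higher in RAS than in control by RNA sequencing, at a fold change above 1.5 and a false discovery rate below 0.25. Of these, 95 also had more H3K79 trimethylation in RAS. It put the rise of SASP genes under DOT1L overexpression at 10 to 100 times below that in oncogene-induced senescence.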

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

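The GC offset was the alternative chosen after seeing the data. Of 38 results that answer the comparisons, 511 of 527 values under the alternatives kept their direction and their side of the threshold or stayed within 1.5 times the count, and leaving out any 1 library changed none of those it was run on, which were all but the count by DESeq2 at an adjusted p under 0.25. With an estimated correlation, the adjusted p of the SASP cytokine list was 0.0826 in RAS against control, 0.0808 in RAS/shDOT1L against RAS, 0.258 in DOT1L OE against control, 0.0808 in RAS/shDOT1L against control and 0.173 in RAS against DOT1L OE, and that of the S-phase list in RAS/shDOT1L against RAS was 0.13. Of the other lists, 1 remained past the test in RAS against control and 0 in each of the other comparisons under that setting. In RAS/shDOT1L against RAS the estimated correlation was 0.008 for the SASP cytokine list and -0.029 for the sterol list, below the preset 0.01. A correlation above the preset value therefore does not account for the loss of these calls. For the SASP list it was above, at 0.013 in RAS against control and 0.017 in DOT1L OE against control. What else changed the calls was not tested. The SASP list in DOT1L OE against control had an adjusted p of 0.0573 with the CPM filter, and the cause was not tested. With the GC offset, HRAS passed the test in DOT1L OE against control (log2 change -0.21), the other lists past it in RAS against DOT1L OE fell from 14 to 9, and the direction reversed for RELA in RAS against control (-0.11) and for RELA (-0.05), CEBPB (-0.13) and STING1 (-0.08) in RAS against DOT1L OE, of which only CEBPB passed the test (adjusted p = 0.0209). Genes called in both fits with the same and the opposite direction numbered 5516 and 413 in RAS against control, 5052 and 80 in RAS/shDOT1L against RAS, 7646 and 0 in DOT1L OE against control, 6609 and 1 in RAS/shDOT1L against control and 6825 and 192 in RAS against DOT1L OE. The cause of these was not tested beyond the offset itself. Asking for over 1.5-fold left 1122 genes with opposite change and 981 with shared change, since fewer genes pass that test. Counts of changed genes ranged from 7236 (GC offset) to 8829 (library size only) in RAS against control, from 6233 (GC offset) to 7583 (all 4 groups in 1 fit) in RAS/shDOT1L against RAS, and from 7463 (without DOT1L OE replicate 2) to 8268 (limma-voom) in DOT1L OE against control. Library size as the only scaling moved the median log2 change of all genes by -0.198, -0.117 and -0.276 in RAS against control, RAS/shDOT1L against control and RAS against DOT1L OE. Of the values of single named genes, 2487 of 2519 kept direction and call, and of the values of the other lists, 1691 of 1806 did and 0 reversed. The replicate numbers did not pair the libraries: deviations of same-numbered libraries correlated at -0.019 to 0.042, and 1, 2, 0, 0 and 3 of 3 libraries matched their own number best. As single gene and list calls, the block ended those of CCNA2 in RAS/shDOT1L against RAS (log2 -0.85, adjusted p = 0.115), of the p53 list there (adjusted p = 0.0519), of the NOTCH list in DOT1L OE against control (adjusted p = 0.051), of the matrix list in RAS/shDOT1L against control (adjusted p = 0.0629) and of the growth factor (adjusted p = 0.0557) and p53 lists (adjusted p = 0.0605) in RAS against DOT1L OE, and it added the immune cell list in RAS against control (adjusted p = 0.044). With the replicate number as a block, 8435, 6871, 8030, 7303 and 8960 genes changed in the 5 comparisons, and no count moved by over 1.5 times. By limma-voom the fold moved by over 1.5 times, with the call kept, for CSF3, CST1 and CXCL2 in RAS against control, each with 0 counts in control, and for IL1B in RAS against control (log2 change 14.11), in RAS/shDOT1L against control (10.92) and in DOT1L OE against control (7.72), PI3 in RAS/shDOT1L against RAS (-5.81), KDR in DOT1L OE against control (6.37) and KDM4D in RAS against DOT1L OE (-2.98 in place of -2.33). Without RAS replicate 1 the last was -3.38. At this depth KDM4D, at 0 to 12 counts per library outside DOT1L OE, was tested only in comparisons with DOT1L OE.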

Other observations

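Tests of less RAS activity, of the hairpin and of vector or growth were chosen after the results were seen, and so was the GC offset, although the bounds for the tests with the offset were written before its values were seen. RAS/shDOT1L cells differed from control in gene groups beyond the SASP and the cell cycle. All 33 ribosomal protein genes were higher (median log2 change 0.69, camera adjusted p = 2.34e-12, or adjusted p = 0.202 with an estimated correlation), and sterol and fatty acid synthesis genes were higher for 18 and lower for 2 of 25 (median 0.43, camera adjusted p = 0.000139, or adjusted p = 0.0808 with an estimated correlation). Hypoxia targets were higher for 16 and lower for 3 of 24 (median 0.53, camera adjusted p = 0.000231, or adjusted p = 0.0808 with an estimated correlation) and epithelial markers for 7 and 1 of 8 (median 1.84, camera adjusted p = 0.00258, or adjusted p = 0.124 with an estimated correlation). In RAS against control, endothelial markers were higher for 6 and lower for 0 of 8 (median 2.68, camera adjusted p = 0.0268, or adjusted p = 0.352 with an estimated correlation), and genes of the unfolded protein and integrated stress response for 15 and 5 of 23, or 17 and 5 adjusted over the list alone (median 0.38, camera adjusted p = 0.0204, or adjusted p = 0.152 with an estimated correlation). Hypoxia targets were higher there for 17 and lower for 6 of 24, or 17 and 7 adjusted over the list alone (median 0.52, camera adjusted p = 0.0216, or adjusted p = 0.152 with an estimated correlation). Immune cell markers were higher in RAS for 4 of 5 tested and did not pass the list test (median 3.56, camera adjusted p = 0.067), but did without control replicate 1 (0.0362), 2 (0.0133) or 3 (0.0313), or without RAS replicate 3 (0.0162), with library size as the only scaling (0.032) and with the replicate block (0.044). Ribosomal protein genes were higher in RAS for 21 and lower for 6 of 33 (median 0.19, camera adjusted p = 0.0268), which was lost with an estimated correlation (adjusted p = 0.464), the GC offset (0.741) and library size as the only scaling (0.525). NOTCH pathway genes were higher in RAS for 9 and lower for 2 of 14 (median 0.99, camera adjusted p = 0.0426), which was lost with an estimated correlation (adjusted p = 0.23), the CPM filter (0.0746), the GC offset (0.0668) and without RAS replicate 1 (0.0612). In RAS/shDOT1L against RAS they were lower for 7 and higher for 2 of 14 (median -1.03). They did not pass there (camera adjusted p = 0.0509, or 0.188 with an estimated correlation). They did with the GC offset (0.0304), library size as the only scaling (0.0373) and no filter beyond 1 count (0.011). They also did without RAS replicate 3 (0.0292), RAS/shDOT1L replicate 1 (0.0375) or RAS/shDOT1L replicate 3 (0.0376). Interferon-stimulated genes did not pass the list test in RAS against control (7 higher and 13 lower of 34, camera adjusted p = 0.0906). Targets of p53 were higher in RAS/shDOT1L than in RAS for 15 and lower for 5 of 28 (median 0.28, camera adjusted p = 0.0435, or adjusted p = 0.159 with an estimated correlation), a call lost without RAS replicate 1 (0.0551), 2 (0.0523) or 3 (0.0558) or RAS/shDOT1L replicate 2 (0.059). Fibroblast matrix and contractile genes were lower in DOT1L OE than in control for 22 and higher for 12 of 36 (median -0.50, camera adjusted p = 0.0258, or adjusted p = 0.446 with an estimated correlation). The lists of C/EBP and IL-1 signalling, the cGAS-STING pathway, senescence arrest markers, the H3K79 methylation machinery, HOXA and MEIS genes, melanocyte markers and packaging cell markers did not pass the list test in the 3 main comparisons, with 0.0757 as the lowest camera adjusted p (C/EBP and IL-1 signalling in DOT1L OE). With the GC offset, C/EBP and IL-1 signalling passed in RAS against control (0.0398) and DOT1L OE against control (0.0348), and HOXA and MEIS genes in RAS against control (0.0294). Sterol and fatty acid synthesis genes did not pass in RAS against control (camera adjusted p = 0.268), but did as lower with the offset (0.0104). C/EBP and IL-1 signalling also passed with no filter beyond 1 count in RAS/shDOT1L against RAS (0.0482) and DOT1L OE against control (0.0267), and with all 4 groups in 1 fit in the latter (0.0269).

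SASP cytokine genes were lower in RAS/shDOT1L than in RAS. The GC trend was too small to account for it. Over 10 groups of genes by GC content, the median log2 change ran only from 0.41 to -0.43, against -2.24 for the list. The offset could therefore hardly have brought the list past the bound of -1. The list's median of -2.58 with the offset was thus no separate test. Less RAS activity stays open and is consistent with the lower HRAS (log2 change -0.85, or -0.40 with the offset) and a RAS-MAPK list median of -0.44 (-0.35 with the offset), though the SASP median of -2.24 lay further from 0. The hairpin or its infection also stays open, since the labels name no control hairpin for the RAS libraries, although per the methods their selection was that of hairpin infections, control hairpin included; the interferon-stimulated genes had a median of 0.36 with members going both ways. Loss of DOT1L, the difference the design names, is a hypothesis next to these, and these libraries cannot separate them. By RT-qPCR, the paper reports lower IL1A, IL6, IL1B and CXCL8 in RAS cells given a DOT1L inhibitor, where no hairpin is named. It reports the same for DOT1L knockdown with a hairpin against GFP as control, in RAS and in BRAF cells. Those cells and that assay are outside the libraries used here.

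DOT1L was higher in RAS than in control. The GC trend alone does not account for it: with the offset the log2 change was 0.84 ± 0.08 SE (adjusted p = 3.73e-10), down from 1.41, so part of the measured rise went with GC content. The oncogene, the difference the design names, remains as a hypothesis. From other assays, the paper reports more DOT1L protein in RAS cells, and more DOT1L RNA and protein in fibroblasts made senescent by BRAF.

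S-phase and mitosis genes were higher in DOT1L OE than in control. The GC trend was too small to account for it. Over 10 groups of genes by GC content, median log2 changes lay between -0.18 and 0.11, against 1.88 for the list. The offset could therefore hardly have moved the list far. Its median of 1.89 with the offset was thus no separate test. The p53 targets had a median of -0.31, which leaves open a control slowed by its vector, antibiotic or selection, and this cannot be told apart from DOT1L because vector and antibiotic go with the group. A faster cycle driven by DOT1L is a hypothesis next to this, and it was not tested. The replication-dependent histones were lower here in 7 of 8 members. Their transcripts mostly lack poly(A) tails and poly(A) RNA was enriched, so these values cannot speak for or against a faster cycle.

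With 3 against 3 libraries there are 10 splits, too few for a share under 0.05. The real split gave 8670, 7058, 8180, 7501 and 8947 changed genes and 3652, 2273, 2838, 2585 and 4134 over 1.5-fold in the 5 comparisons, and the highest of the other splits gave 0 in each by edgeR. Only the real split, 1 of 10, reached its own value. For lists past the test, the real split and the highest of the others gave 14 and 7, 12 and 8, 10 and 7, 12 and 5, and 16 and 10. Each of the other splits mixed both groups unevenly on its sides. It so kept part of the group difference and added that difference to the spread within sides. Its counts of genes and lists are therefore no rates of calls without a difference.

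At a fold above 1.5 and an adjusted p under 0.25 by DESeq2, the number of genes higher in RAS than control was 3372 here, from 3 against 3 libraries. That is higher than the value quoted from the study above. The study's methods give another number of replicates and another release of DESeq2, although its processed data name the same RAS and control libraries, and what sets the counts apart is not known here. IL1A, IL1B, IL6 and CXCL8 were 216-fold, 83.8-fold, 53.6-fold and 38.5-fold higher in RAS than in DOT1L OE here. IL1A had 14 to 36 counts per library in DOT1L OE. The times quoted from the study above stand beside figures of RT-qPCR for these genes, another assay, so the values are not compared.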
